A study of Mus musculus with 9 samples. Its data were reported in "Tcf1 and Lef1 provide constant supervision to mature CD8+ T cell identity and function by organizing genomic architecture" (2021).

How the data were processed

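H3K27ac ChIP-seq was performed on sort-purified naive CD8+ T cells from WT mice (4 samples) and mice lacking Tcf1 and Lef1 (dKO, 3 samples), with 1 input sample per genotype, 9 samples in all. The authors aligned reads to the mm9 build of the mouse genome, kept uniquely mapped reads with a mapping quality above 10, pooled the replicates of a genotype and called islands on the pool with SICER (window 200 bp, gap 400 bp, FDR below 0.01). The deposited lists give chromosome, start, end and the read count of each island. These counts are whole numbers that are not scaled for depth or island width. Input samples carried no values of their own and were not analysed here. Whether duplicate reads were removed is not stated.

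Several features of this processing affect the measurements. A count exists only where an island was called, so a region without an island has no count rather than a count of 0. An island's count rises with its width, and a change of its borders alone changes the count. The total of island counts is not the total of sequenced reads, which was not analysed here, so scaling removes differences in enrichment along with those in depth. With pooled replicates, biological spread cannot be estimated, and reads without molecular identifiers are not independent molecules, so the 95% Wilson intervals cover counting error only.

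Start positions were counted from 0 in the deposited lists and are given here counted from 1. Islands of the 2 lists that shared at least 1 bp were merged into regions, and island counts and covered widths were summed per region and list. The count ratio was the log2 of dKO to WT counts, each divided by the total island counts of its list, for regions with islands in both lists. A ratio of at least 1.5 either way was called changed. No p-value across regions was computed, since regions are not replicates. To say whether a set of regions stood apart, its median log2 ratio was placed among the medians of 10000 random sets of the same size drawn with replacement from 20 bins of mean counts. Percentiles up to 2.5 or from 97.5 were called outside. They describe these libraries, and 1 random set moves a percentile by 0.01.

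Region sets and gene lists were read as positions or names from the study's own supplementary lists: accessible sites of clusters C1, C2 and C4, WT- and dKO-prepotent SEs, WT- and dKO-specific hubs, and up- and downregulated genes. These lists hold the regions linked to genes, each position was used once, and the lists need not hold every site of a cluster. No value of those lists was used. Lists of lineage-enriched genes for pan-T, B, pan-NK, granulocyte, cDC, monocyte and pDC lineages were used in the closing section. Gene positions came from the GENCODE vM1 annotation of the NCBIM37 assembly, which is mm9; it names 33924 genes, 22218 of them protein-coding. Symbols absent from it were matched through the synonyms of a RefSeq table for the GRCm38.p6 assembly, which was used for names only. A promoter was taken as 1 kb either side of an annotated TSS of a protein-coding gene. SEs were called by stitching islands within the default ROSE distance, ranking stitched regions by island counts and keeping those above the point where the scaled rank curve has a slope of 1. The input was not subtracted, unlike in the usual ROSE procedure.

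The loci named in the text were fixed before the data were examined: Tcf7 and Lef1, the listed SEs paired with Myb, Ccr7, Inpp4b, Cish, Cx3cr1, Ccl5 and Prdm1, the accessible sites paired with Tubb3, Cd40lg, Pax5, Syk, Prdm1, Gzma, Gzmb, Blk, Ctla4, Fasl, Gria3 and Pou2af1, the 3 regions with the largest increase and the 3 with the largest decrease among regions with at least 200 counts in both lists together, and the 3 islands with the most counts found in 1 list alone, per list. Genes named only in the closing section were chosen after their values were seen, apart from the cell markers and the genes that escape X inactivation, which were listed before their values were looked up. Some choices of the closing section were revised after a value was seen, and that section says which. The result of 1 test planned for that section is not reported.

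Alternatives set in advance changed the island filter, the joining of islands, the overlap rule, the scaling, the measure (counts per covered kb), the ratio called changed, the stitching distance, the gene assignment and the treatment of regions with an island in 1 list (10 pseudocounts in both lists). Those chosen after seeing the data were a filter of at least 3 CPM (island counts scaled to the island total of the list), circular shifts of a set along the genome, 80% reciprocal overlap for sets, 1 value per gene, counts per covered kb for gene lists, and autosomes only for the changed regions. The closing section gives their effect.

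The steps were checked on simulated data. Merging was right in 50 of 50 toy lists. Among 45322 regions with simulated counts, 200 of them doubled or halved, 97.5% of the changed regions passed the ratio of 1.5 and 0.869% of the others did. Of 400 random sets of 100 unchanged regions, 6.25% fell outside the middle 95%. The simulated counts were drawn independently for each region around its WT count, without changes of island borders. Real ratios had an SD of 0.62 and followed island width, and neighbouring regions are not independent. These rates therefore check the steps and do not give error rates for the real lists. The slope rule kept 3700 of 10000 toy regions, as the formula gives. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, Numba 0.67.0 and Matplotlib 3.10.9.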

Results

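H3K27ac, an acetylation mark of histone H3 found at active enhancers and promoters, was profiled by ChIP-seq in naive CD8+ T cells sorted from the mouse spleen. WT cells carried intact Tcf7 and Lef1 genes. dKO cells had lost both genes, which encode the transcription factors Tcf1 and Lef1, through an hCD2-Cre transgene that acts in mature T cells. The WT group held 4 H3K27ac samples and the dKO group held 3, with 1 input sample each. The deposited values are 2 lists of H3K27ac-enriched islands, 1 per genotype, each called on the pooled replicates, with a read count for every island. No value per replicate was analysed, so no difference below has a replicate check, and intervals cover counting error only.

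The WT list held 65563 islands and the dKO list held 82213, or 1.25 times as many. In contrast, island counts summed to 82668007 in WT and 57665047 in dKO. The islands covered 392.7 Mb in WT and 429.3 Mb in dKO. The mean depth over islands was 210.5 counts per kb in WT and 134.3 counts per kb in dKO, a ratio of 0.638. The median island was 3600 bp wide with 531 counts in WT, and 3000 bp wide with 292 counts in dKO. The dKO list therefore had more and narrower islands at lower counts. Among the alternatives run, joining islands within 5 kb of each other moved the number of islands most, to 25765 in WT and 25886 in dKO.

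To ask which islands were common to both genotypes, an island was called shared when it overlapped an island of the other list by at least 1 bp. In WT, 55763 of 65563 islands were shared, 85.1% (95% Wilson interval 84.8 to 85.3%). In dKO, 60702 of 82213 were shared, 73.8% (73.5 to 74.1%). Islands that were not shared were weaker, with a median of 258 counts against 650 for shared islands in WT, and of 175 against 394 in dKO. Shared islands held 96.3% of WT counts and 91.7% of dKO counts. The share rested on the overlap rule. With 50% reciprocal overlap with a single island it was 54.1% in WT and 43.2% in dKO.

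Merging overlapping islands of both lists gave 76633 regions. Islands of both lists contributed to 45322 regions (59.1%), WT islands alone to 9800 (12.8%) and dKO islands alone to 21511 (28.1%). Regions of both lists lay within 1 kb of the transcription start site (TSS) of a protein-coding gene in 29.8% of cases. This share was 8.33% for WT-only regions and 7.59% for dKO-only regions. Intergenic regions made up 45.7% of the WT-only, 38.5% of the dKO-only and 34.5% of the common regions. Common regions were also wider, with a median of 5600 bp against 2200 bp for WT-only and 2000 bp for dKO-only regions. A wider region reaches a TSS or a gene more easily, and these shares were not adjusted for width.

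The targeted genes were examined first as a check on the genotype labels. H3K27ac islands do not report on exon deletion, so this check is weak. The Tcf7 gene (mm9 chromosome 11, 52065873 to 52096681, minus strand) lay in a merged region from 52060601 to 52168600. It held 63567 counts over 103.8 kb in WT and 49281 counts over 106 kb in dKO, a log2 dKO to WT ratio of 0.15 (95% interval 0.14 to 0.17) after scaling to the total island counts of each list. The Lef1 gene (chromosome 3, 130813389 to 130927274, plus strand) overlapped 2 merged regions with 55814 counts over 122.4 kb in WT and 29201 counts over 117.6 kb in dKO, a log2 ratio of -0.41 (-0.44 to -0.39). Both genes thus kept H3K27ac islands in the library labelled dKO.

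For the 45322 regions with islands in both lists, the median log2 ratio was -0.07 with an SD of 0.62 across regions. At a ratio of at least 1.5, 5035 regions (11.1%) were higher in dKO and 6602 (14.6%) were higher in WT. These counts depended strongly on island width. The median width ratio on the log2 scale was 0.95 among the regions higher in dKO and -0.89 among those higher in WT. When counts per covered kb were compared in place of counts, the SD fell to 0.29, and 531 regions were higher in dKO and 2045 in WT. Of the 5035 regions higher in dKO by counts, 89 were also higher by counts per kb, as were 503 of the 6602 regions higher in WT. Across regions, the count ratio and the width ratio had a Spearman rho of 0.835; regions are not independent replicates.

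**Figure D1:**
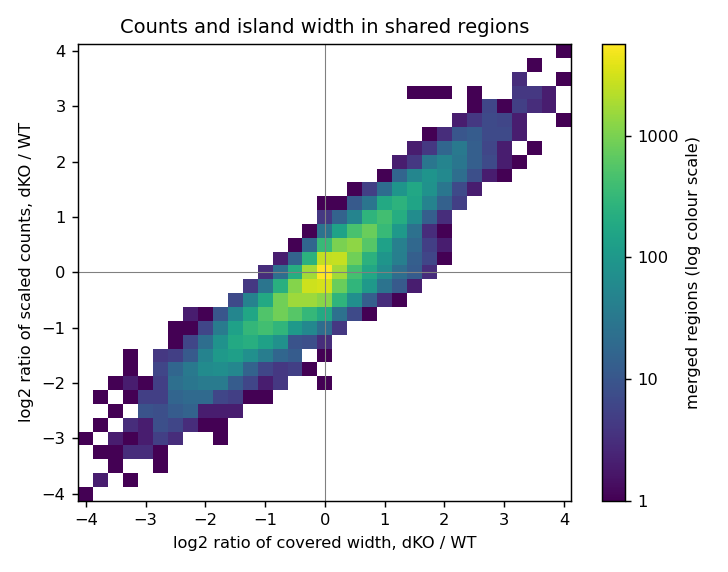
Log2 dKO to WT ratio of scaled island counts (vertical axis) against that of covered island width (horizontal axis) for the 45322 merged regions with islands in both lists; colour gives the number of regions per square on a log scale, and values beyond the axes are drawn at the edge. Regions lie along the diagonal, with a Spearman rho of 0.835.

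The 3 regions with the largest increase were at chromosome 2, 32259201 to 32275200, over the Slc25a25 promoter (134 counts in WT and 1567 in dKO; log2 ratio 4.07, interval 3.81 to 4.32), at chromosome 12, 8810601 to 8828200, which is intergenic 10079 bp from Sdc1 (191 and 1791; 3.75, 3.53 to 3.96), and at chromosome 8, 117844001 to 117865600, in an intron of Wwox (293 and 2437; 3.58, 3.401 to 3.75). The 3 with the largest decrease were at chromosome 10, 4882401 to 4891800, over exons and introns of Syne1 (1394 and 62; -3.97, -4.34 to -3.61), at chromosome 12, 26447001 to 26458200, which is intergenic 533461 bp from Rnf144a (1811 and 92; -3.78, -4.08 to -3.48), and at chromosome 8, 84078201 to 84093600, in an intron of Inpp4b (2648 and 144; -3.68, -3.92 to -3.44). In each of them 1 list held a wide island and the other a narrow one. At the Slc25a25 promoter the islands spanned 0.8 kb in WT and 16 kb in dKO, and at Syne1 9.4 kb and 0.4 kb. By counts per kb the log2 ratios of these 6 regions ran from -0.25 to 0.58.

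Islands present in 1 list alone could also be strong. In the WT list the islands with the most counts were at chromosome X, 166407801 to 166431200, over the Mid1 promoter (11446 counts), on a chromosome whose median ratio was low, at chromosome 6, 84156001 to 84187200, over a Dysf promoter (5819 counts), and at chromosome 11, 62950401 to 62972600, over exons of Pmp22 (3440 counts). In the dKO list they were at chromosome 17, 34131801 to 34141800, over the H2-K1 gene (12831 counts), where 85.9% of 50-base sequences occur once in the genome, at chromosome Y, 2874601 to 2896000, 321643 bp from Gm3395 (6517 counts), and at chromosome 4, 119810801 to 119856600, over Edn2 (5463 counts). The other list has no island there, so no count and no fold is given for it.

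The study had grouped sites of differential chromatin accessibility (DNase-seq, from other libraries) by the direction of accessibility and of the expression of the linked gene. C1 sites gained accessibility in dKO cells near upregulated genes, C2 sites lost accessibility near upregulated genes, and C4 sites lost accessibility near downregulated genes. H3K27ac counts were compared at each of these clusters. Among the listed C1 sites, 131 of 132 lay in a merged region, as did 79 of 80 listed C2 sites and 97 of 98 listed C4 sites. The 104 C1 regions with islands in both lists had a median log2 ratio of 0.39, above all 10000 random sets of regions matched on mean counts, whose median was -0.08. The 80 C4 regions had a median of -0.44, below all 10000 random sets. The 70 C2 regions had a median of -0.00, at percentile 93.6, which is inside the middle 95% of the random sets. By counts per kb the medians were 0.23 for C1, -0.30 for C4 and -0.03 for C2. The median depth in WT was 200.1 counts per kb at C2 regions and 273.4 counts per kb at C4 regions. These percentiles describe these pooled libraries only.

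Regions holding single sites followed their cluster unevenly. Values and position labels describe the whole merged region, which can be wider than the site. At Gzmb, the C1 site lay in a promoter region at chromosome 14, 56873801 to 56883600, with 1612 counts over 7.8 kb in WT and 2252 counts over 9.8 kb in dKO (log2 ratio 1.002, interval 0.91 to 1.09). The Gzma promoter region (chromosome 13, 113872401 to 113894200) had a log2 ratio of 0.61 (0.54 to 0.67). The region of the Blk site (chromosome 14, 63993201 to 63998400, over an exon) had a log2 ratio of 0.87 by counts and 0.17 by counts per kb. The region of the Ctla4 C1 site (chromosome 1, 60953601 to 60979800) went the other way, at -0.25 (-0.30 to -0.20). It held 26 kb of WT island and also covers the promoter. The paper places the Blk and Ctla4 sites in introns, so the change at the Ctla4 site itself is not shown. Among C4 sites, the Pou2af1 promoter region (chromosome 9, 51018801 to 51027200) fell from 3198 counts over 8.4 kb to 764 counts over 5.6 kb, a log2 ratio of -1.55 (-1.66 to -1.43), and the Gria3 promoter region (chromosome X, 38751601 to 38757000) had -1.97 (-2.12 to -1.81), on a chromosome whose median was itself low. One listed Tubb3 site lay in no island, and the region of the other (chromosome 8, 125919401 to 125938400, promoter) had -0.14 (-0.22 to -0.06). The paper places the Tubb3 sites upstream of the gene and describes a marked loss of H3K27ac there in dKO cells. This region held 19 kb of WT island and also covers Mc1r and part of Tcf25, so the change at the Tubb3 site itself is not shown.

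Regions holding C2 sites were mixed, and labels again describe the whole region. The paper places the Pax5 and Syk sites in introns. The Prdm1 site lay in a region (chromosome 10, 44199001 to 44204800) that is 20447 bp upstream of the nearest downstream Prdm1 TSS and inside an intron of 1 longer annotated transcript, with 176 counts over 1.4 kb in WT and 551 counts over 5.8 kb in dKO, a log2 ratio of 2.17 (1.92 to 2.41) by counts and of 0.12 by counts per kb. The Fasl site (chromosome 1, 163704601 to 163715400, over an exon) had 1.51 and 0.51 by the same measures. The Pax5 promoter region (chromosome 4, 44682401 to 44696600) had 0.72 and 0.03, and the C2 site assigned to Gzmb (chromosome 14, 56911801 to 56919200, intergenic 30703 bp from that gene) had 0.68 and 0.64. The Syk site (chromosome 13, 52703801 to 52717200, over an exon of the gene annotated as Sykb) had -0.24 by counts and 0.02 by counts per kb. At Cd40lg (chromosome X, 54475001 to 54477400, over an exon) the log2 ratio of 0.23 was not distinguishable from 0 at this depth and the main scaling (-0.01 to 0.47). It was 0.30 when scaled by shared-region totals and 0.31 when scaled by the median ratio, so this reading rests on the scaling too. The median log2 ratio of chromosome X was -0.53.

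Super enhancers (SEs) are clusters of enhancers with high H3K27ac. The study listed WT-prepotent and dKO-prepotent SEs linked to genes that changed. Since these were chosen on the same libraries, the values here are not independent evidence. All 49 listed WT-prepotent SEs had a lower scaled island count in dKO, with a median log2 ratio of -0.39, and all 88 listed dKO-prepotent SEs had a higher one, with a median of 0.35. The highest ratio of a WT-prepotent SE was -0.02. Scaling by shared-region totals or by the median ratio raises every log2 ratio by 0.07, so the 49 of 49 holds at the main scaling only. Within them, the 815 merged regions of WT-prepotent SEs had a median of -0.25, below all 10000 random sets, and the 1542 regions of dKO-prepotent SEs had 0.21, above all of them. By counts per kb these medians were -0.11 and 0.11.

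**Figure D2:**
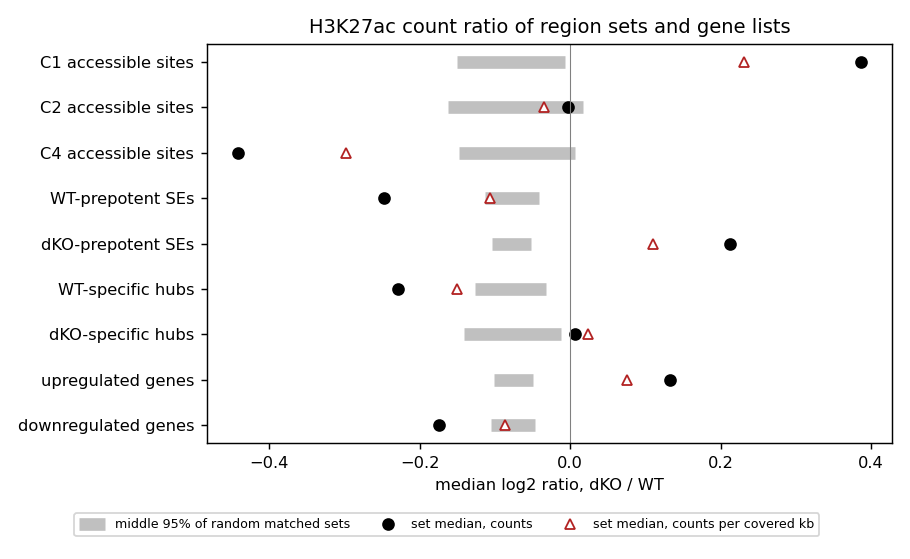
Median log2 dKO to WT ratio of the merged regions in each set or gene list, by counts (filled circles) and by counts per covered kb (open triangles). Grey bars give the middle 95% of the medians of 10000 random sets matched on mean counts, for the count measure; C2 sites lie inside their bar, and C1 sites at 0.39 and C4 sites at -0.44 lie farthest out.

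At the Myb SE (chromosome 10, 20710201 to 21056200, from Ahi1 to Hbs1l and Myb), the islands held 56776 counts over 244.6 kb in WT and 24424 counts over 209.2 kb in dKO (log2 ratio -0.70, interval -0.72 to -0.68). The Inpp4b SE (chromosome 8, 84208801 to 84380400, in the gene body) fell from 24903 counts over 103.2 kb to 7841 counts over 62.8 kb (-1.15, -1.18 to -1.11). The SE with Ccr7 (chromosome 11, 98487001 to 99180800), which also covers Rara, Igfbp4 and Top2a, had log2 ratios of -0.10 (-0.11 to -0.08) by counts and -0.33 by counts per kb. Its count ratio was -0.025 when scaled by shared-region totals and -0.023 when scaled by the median ratio. Among dKO-prepotent SEs, the Ccl5 SE (chromosome 11, 83321601 to 83568600), which spans Ccl9, Ccl6, Ccl3 and Ccl4 as well, rose from 27148 counts over 170.2 kb to 36980 counts over 226.6 kb (0.97, 0.94 to 0.99). The log2 ratios were 0.89 at Prdm1 (chromosome 10, 44035201 to 44263800), 0.72 at Cish (chromosome 9, 107133601 to 107278600) and 0.45 at Cx3cr1 (chromosome 9, 119840801 to 120069800). By counts per kb these were 0.02, 0.14 and 0.04, whereas Ccl5 kept 0.55 and Inpp4b -0.43.

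**Figure D3:**
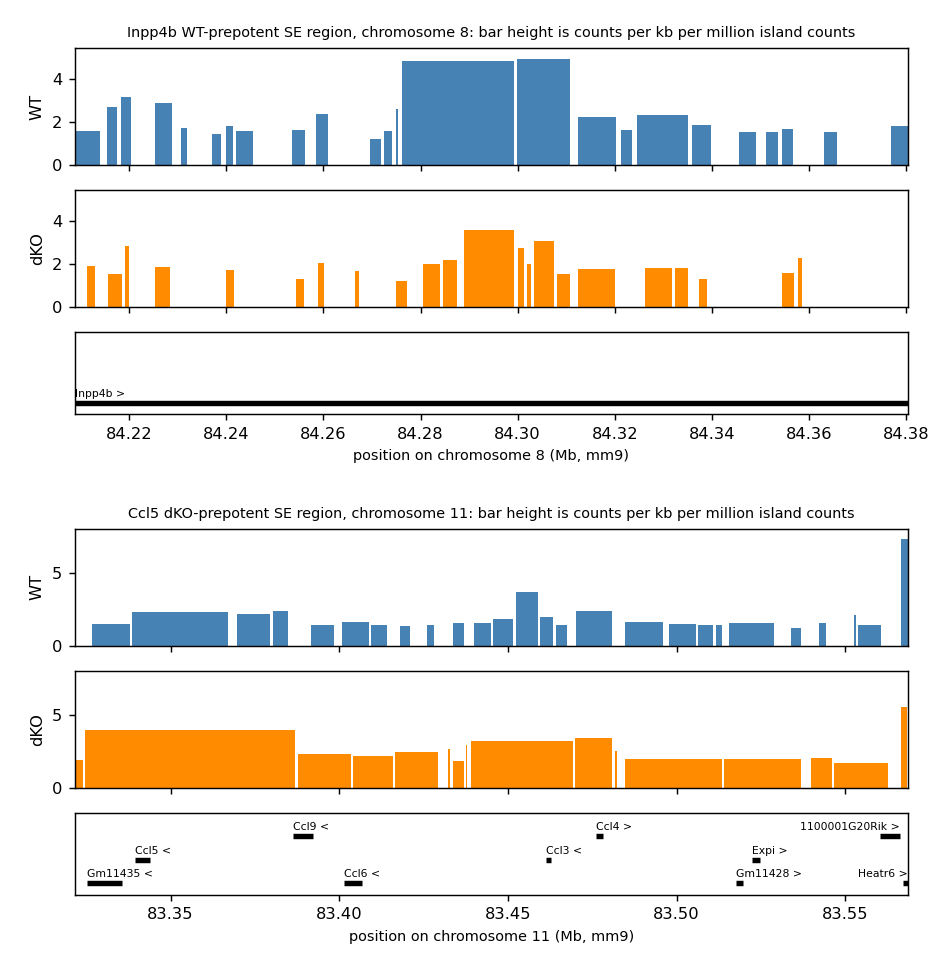
H3K27ac islands over the Inpp4b and Ccl5 SE regions in WT (blue) and dKO (orange); the width of a bar is the span of an island in mm9 and its height is counts per kb scaled to the island total of its list, with protein-coding genes below. The Inpp4b SE region held 24903 WT and 7841 dKO counts, and the Ccl5 SE region 27148 and 36980.

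SEs were also called anew from the island lists by stitching islands within the default ROSE distance and ranking stitched regions by island counts, without input subtraction. This gave 1138 SEs in WT and 973 in dKO, of which 935 WT SEs (82.2%) overlapped a dKO SE and 819 dKO SEs (84.2%) overlapped a WT SE. The WT SEs held 53.5% of WT island counts and the dKO SEs 59.7% of dKO island counts. The WT SEs overlapped all 49 listed WT-prepotent SEs and 64 of the 88 dKO-prepotent ones, and the dKO SEs overlapped 25 of the 49 and 85 of the 88. Among the alternatives run, the stitching distance moved the number of SEs most, to 877 in WT at 20 kb and 1399 in dKO at 5 kb, where dKO exceeded WT. The overlaps and shares of counts were not computed under alternatives.

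A WT- or dKO-specific hub is a genomic stretch whose internal Hi-C contacts were stronger in that genotype, again in other libraries. The listed hubs are those holding the promoter of a gene that the study counted as changed. The 49 listed WT-specific hubs overlapped 397 regions with islands in both lists, with a median log2 ratio of -0.23, below all 10000 random sets. The scaled count was lower in dKO in 42 of these hubs and higher in 7. The 35 listed dKO-specific hubs, 32 of them on chromosome 7, overlapped 227 such regions with a median of 0.01, at percentile 99.5. Of the 32 hubs with counts in both lists, 16 were higher and 16 lower at the main scaling. The median across these hubs was 0.003, so this split rests on the scaling. Neighbouring regions are not independent, and when the set was moved along the genome as a whole its percentile was 92.2.

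Because of these hubs, each chromosome was examined. The median log2 ratio of the 19 autosomes ran from -0.13 (chromosome 4) to -0.01 (chromosome 17). Chromosome 7 had -0.12, below all 10000 random sets but inside the range of the other autosomes. Against the matched random sets, 7 of the 19 autosomes lay outside the middle 95%. With circular shifts, which keep neighbouring regions together, 0 of the 19 did, and the percentile of chromosome 7 was 10.8. Chromosome X had a median of -0.53 by counts and -0.22 by counts per kb. It carried 404 WT-only and 47 dKO-only regions, whereas dKO-only regions outnumbered WT-only regions on every autosome. On chromosome Y the WT list had 1 island with 98 counts, and the dKO list had 17 islands with 19633 counts.

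**Figure D4:**
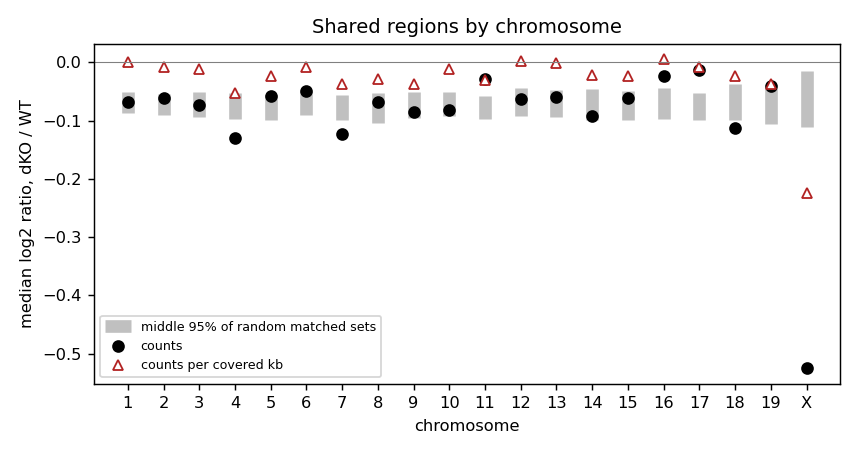
Median log2 dKO to WT ratio of the merged regions with islands in both lists, per chromosome, by counts (filled circles) and by counts per covered kb (open triangles). Grey bars give the middle 95% of the medians of 10000 random sets matched on mean counts, for the count measure; chromosome X lies apart from the autosomes at -0.53.

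Finally, H3K27ac was compared with the genes that changed in the study's RNA-seq of dKO cells. Regions were assigned to a gene from its body to 50 kb upstream of its TSS. Of the upregulated genes 96.8% were found in the annotation, and of the downregulated genes 97.3%. The 1577 regions of upregulated genes had a median log2 ratio of 0.13, above all 10000 random sets, and the 1236 regions of downregulated genes had -0.17, below all of them. Summed per gene, 227 of 287 upregulated genes (79.1%) had a higher scaled count in dKO, against 66 of 237 downregulated genes (27.8%) and 47.0% of the 16403 protein-coding genes with islands in both lists. By counts per kb the medians were 0.08 and -0.09.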

Values the study reported

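The study reported 65,563 H3K27ac peaks in WT and 82,213 in dKO CD8+ T cells, called on pooled libraries. Combining these lists gave 76,633 peaks. It reported 1,160 SEs in WT and 980 in dKO cells, and a union of 1,190 SE regions. Of these, 174 had stronger H3K27ac in WT cells and 163 in dKO cells. It gave 79 accessible sites for the C2 cluster and 108 for the C4 cluster.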

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

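Alternatives chosen only after seeing the data were the filter of 3 CPM, circular shifts, 1 value per gene, 80% reciprocal overlap for sets, counts per covered kb for gene lists, and autosomes only for changed regions. No paired analysis was possible because the samples share replicate numbers but the lists are pooled by genotype and carry no replicate. For the same reason, leaving out each replicate and a replicate block could not be run.

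The minimum of 50 counts removed 0 WT and 57 dKO islands, and the filter equal to 30 counts in the smaller list removed 0 from either, so these filters say nothing about stability. Joining islands within 1 kb gave 51604 dKO islands, and within 5 kb it gave 25765 in WT and 25886 in dKO, so the excess of islands in dKO was nearly gone. By construction, this places most of the excess in islands within 5 kb of another island of their list. Covered length stayed within 1.5 times under every filter and joining rule tried. Joining within 5 kb also left 17424 common, 3656 WT-only and 6253 dKO-only regions. With at least 3 CPM, 13691 dKO-only regions were left.

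The shared percentage of WT islands was 85.4% on autosomes, 85.8% after joining within 5 kb, 83.8% with at least 3 CPM, 77.9% when the other list had to cover 50% of the island, 54.1% with 50% reciprocal overlap and 88.1% when an island within 1 kb sufficed. For dKO islands it was 75.8% after joining within 5 kb, 77.6% with at least 3 CPM, and 67.2%, 43.2% and 78.6% under the same overlap rules. It stayed lower in dKO than in WT under each alternative run for both lists; the cause of the shifts was not tested.

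Changed regions depended on the measure. Counts per covered kb gave 531 higher and 2045 lower regions in dKO, and regions with 80% reciprocal overlap gave 108 higher and 528 lower among 13105. A ratio of at least 2 gave 2141 higher and 2379 lower. The higher calls made up 43.3% of changed regions at the main setting, 52.3% when scaled by shared-region totals, 52.5% when scaled by the median ratio, 20.6% by counts per covered kb and 17.0% with 80% reciprocal overlap. Which side held more regions therefore depended on scaling, which moved every log2 ratio by 0.07. The cause of these changes was not tested, beyond the link to width given in the report.

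C1 and C4 sites, WT- and dKO-prepotent SEs and both gene lists kept their direction against the random sets and stayed outside their middle 95% under every alternative run. C2 sites stayed inside in each. The other scalings move a set and its random sets alike, so they could not change a percentile. WT-specific hubs came to -0.16 (percentile 2.64) with 80% reciprocal overlap, which left 112 regions. dKO-specific hubs kept their median of 0.0059 but fell to percentile 92.2 with circular shifts. Without chromosome 7, the dKO-specific hubs left 19 regions with a median of 0.89. Chromosome 7 came inside the middle 95% by counts per covered kb (-0.037, percentile 5.08), with 80% reciprocal overlap (-0.099, percentile 2.68) and with circular shifts (-0.12, percentile 10.8). Chromosome X stayed outside under every alternative run. The cause of the weaker results was not tested. SE numbers stayed within 1.5 times, but dKO exceeded WT when stitching within 5 kb (1237 in WT and 1399 in dKO).

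Of the 28 named loci with a ratio, 5 changed sign by counts per covered kb: the Syk site (0.019), the largest increase, at Slc25a25 (-0.25), and the 3 largest decreases, at Syne1 (0.58), chromosome 12 (0.028) and Inpp4b (0.00069). Island widths account for this by construction: in WT and dKO they were 13.4 and 11.2 kb at Syk, 0.8 and 16 kb at Slc25a25, 9.4 and 0.4 kb at Syne1, 11.2 and 0.8 kb at chromosome 12, and 15.4 and 1.2 kb at Inpp4b. Of the others, 20 moved outside their counting interval by counts per covered kb and 3 stayed inside. Each of the other scalings took 11 of the 28 outside it and left 17 inside. Among the values of the comparisons, 24 moved, 5 were weaker, and 75 kept their direction and call or stayed within their interval or 1.5 times. A further 46 were also the same, under filters that removed nothing or almost nothing, under the removal of chromosome 7 from a set without regions there, or under scalings that cannot move a percentile, and say nothing. Joining and overlap alternatives not defined for a result gave no value. Depth limits the regions found in 1 list alone, where the other list gives no count at all.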

Other observations

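Tests on the escape genes, GC content of common regions, uniqueness of H2-K1 sequence, cell markers, chromosome 7 and depth were set before their result was seen, and those on the MHC genes, the lower dKO counts, the split of WT islands, the GC content of regions in 1 list alone, the lineage lists and the chromosome 14 block were chosen only afterwards, as was the choice of which marker value decides and the reading of markers that go both ways as undecided.

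The sex chromosomes separated the pools. Besides the low ratios on chromosome X, the dKO list had islands at the promoters of the Y-linked genes Eif2s3y (440 counts), Kdm5d (241), Uty (520) and Ddx3y (429), where the WT list had none. Lower counts in the dKO list are argued against as the cause: unscaled island counts on chromosome Y were higher in dKO (19633) than in WT (98), and the chromosome X median of -0.53 was below the middle 95% (-0.11 to -0.01) of sets matched on mean counts and at percentile 0.07 of circular shifts. If WT animals were more often female, genes that escape X inactivation should fall further than other genes. The promoter regions of Kdm6a, Kdm5c, Eif2s3x and Ddx3x had a median log2 ratio of -1.32, against -0.54 for 334 other promoter regions of chromosome X. A candidate explanation is thus a larger share of female animals in the WT pool, as a hypothesis that was not tested on the animals themselves. The test sets no size for either fall, so it does not account for the -0.54 at the other promoter regions or for the full -1.32. The labels used here give no sex, and the paper states only that mice of both sexes were used. Where a larger female share in the WT pool holds, sex and genotype cannot be separated in these pools, most plainly for chromosome X regions such as those at Gria3, Cd40lg and Mid1. An effect of sex on autosomal regions was not tested and stays open as well.

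The dKO list had more islands than the WT list. Greater depth of the dKO pool is argued against: regions common to both lists held 52870867 dKO counts and 79598597 WT counts, a ratio of 0.664, and the lowest depth of any island was 54.6 counts per kb in dKO against 82.3 counts per kb in WT. These are island counts, and the total reads of either pool were not analysed here. WT islands split into several dKO islands are argued against as the whole cause. Islands without overlap with the other list numbered 21511 in dKO and 9800 in WT. This difference of 11711 equals 70.3% of the excess of 16650 islands, and split WT islands would overlap a WT island. A GC bias as the whole cause is argued against, since dKO-only regions outnumbered WT-only regions in each of 5 GC classes, 1.35 times in the lowest. The ratio was 3.16 in class 4 and 2.88 in class 5, so a contribution of GC content stays open. Common regions did not decide this: from the lowest to the highest class their median log2 ratio changed by -0.089 by counts per kb and rose from -0.14 to -0.05 by counts. A difference in enrichment and genotype itself also stay open.

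Of the listed dKO-specific hubs, 91.4% lay on chromosome 7. The list holds only hubs with the promoter of a changed gene, so this share need not hold for all dKO-specific hubs. An extra copy of chromosome 7 in dKO cells should have raised its ratio, yet its median was -0.12, among the lowest of the autosomes. The copy number in the Hi-C libraries was not analysed here.

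H2-K1, an MHC class I gene, had 12831 counts over 10 kb in dKO, or 1283 counts per kb, a depth above that of 99.996% of dKO islands, and no WT island. Of the 50-base sequences of the island, 85.9% occur once in the genome, below the 96.7% of common regions, which argues against reads shared with related genes as the whole cause. A WT haplotype that removes WT islands across the MHC is argued against. Promoters of 6 of 6 other polymorphic MHC genes (H2-D1, H2-Aa, H2-Ab1, H2-Eb1, H2-Q7 and H2-T23) had WT islands. Their log2 ratios ran from -0.15 at H2-Q7 to 0.43 at H2-T23. Presence of an island is a coarse measure, so a haplotype that lowers WT counts without removing islands stays open. A variant at H2-K1 alone was not tested. A high WT input signal at this gene, which SICER would set against the H3K27ac reads, stays open, as input was not analysed here, and so does a change of genotype.

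Among unbroken runs of dKO-only regions, the one with the most covered length was on chromosome 14, 69962201 to 70094600, over Entpd4 and Loxl2, with 5 islands covering 117.6 kb at 139.2 counts per kb, against a median of 87.5 for dKO-only regions. Other runs had more islands or a longer span, such as 29 islands over 293.6 kb on chromosome 2. The adjoining region (69870401 to 69961600, with Slc25a37) had 2534 counts over 9.2 kb in WT and 18975 counts over 91.2 kb in dKO, a log2 ratio of 3.42 by counts. Before scaling, its depth was 275.4 counts per kb in WT and 208.1 counts per kb in dKO, so the ratio by counts followed island width. A gain of DNA copies could give such an even stretch. Of runs of as many dKO-only islands, 8.93% varied no more in counts per kb than these 5. The block had first been drawn as the 6 dKO-only islands in a window around Slc25a37, which gave 32.9%, and was redrawn after that value was seen. Neither is below the 2.5% set for an even stretch, so a copy gain and a broad acetylated domain cannot be told apart without the input.

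Regions of upregulated genes had higher ratios than matched regions, and admixed myeloid cells were tested as a source. The test named 2 signs of admixture, markers with a promoter island in dKO alone or a median log2 ratio above 0.5. The first was used as the deciding value until it was seen to be 0 of 8 markers, and the second was put in its place. Markers of myeloid cells (Lyz2, Csf1r, Itgam, Cd68, Cebpa, Fcgr3, Csf3r and Spi1) had a median of -0.11 over 7 genes with islands in both lists, 2 above and 5 below the median of all common regions, from -0.96 at Cebpa to 0.70 at Csf1r. Some already held many WT counts (7262 at Itgam), which would hide a small share of such cells. Myeloid cells in the dKO pool and a change of genotype therefore cannot be told apart here, and other admixed cells stay open.

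Lists of genes enriched in other lineages were then compared after leaving out genes that passed the study's RNA-seq thresholds. The study also counted lineage genes from its gene set enrichment analysis as changed. Those that did not pass the thresholds were not left out, so the shifts below can come from them. Median log2 ratios were 0.02 for monocyte, -0.01 for granulocyte, -0.01 for pDC and -0.02 for pan-NK genes, all outside the middle 95% of random sets, whose medians lay between -0.08 and -0.07. The pan-T (-0.06), B (-0.06) and cDC (-0.09) lists lay inside it. The shifts from random sets were at most 0.09, and pan-NK genes came to percentile 97.4 with circular shifts, just inside. By counts per kb, granulocyte genes (-0.02, percentile 97.1) and pDC genes (-0.01, percentile 97.2) were inside too, so of these 4 lists only the monocyte list stayed outside by all 3 measures. Of the pan-NK genes 38 were also upregulated, as were 6 pan-T, 11 B, 22 granulocyte, 17 cDC, 11 monocyte and 13 pDC genes, before these were left out.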
